A study of Beta vulgaris subsp. vulgaris with 6 samples. Its data were reported in "Epigenomics and bolting tolerance in sugar beet genotypes" (2015).

How the data were processed

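Shoot apical meristems of 6 sugar beet genotypes were collected after 9 weeks at 4 °C, a cold treatment that mimics vernalization, the exposure to cold that sugar beet needs before it can bolt and flower. The labels placed 3 genotypes in a bolting-resistant group (R genotypes) and 3 in a bolting-sensitive group (S genotypes). Meristems of several plants were pooled per genotype, so each array stands for 1 genotype and a group has n = 3. Replicates were numbered in accession order within a group, and a replicate number names a genotype without pairing it to another. No paired fit was therefore made.

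The assay was methylated DNA immunoprecipitation on a microarray. Sonicated DNA was incubated with an antibody against 5-methylcytosine. The immunoprecipitated fraction was labelled with Cy5 and the input DNA, which had not been immunoprecipitated, with Cy3. Both were hybridized to the same slide, with 1 array per slide and no dye swap, so a dye effect cannot be separated from the enrichment. The 6 slides were scanned on one scanner on the same day, so scan day formed no batch within the series. With 1 array per slide, a slide effect cannot be separated from the genotype. The scan day does not tell how immunoprecipitation, labelling and hybridization were batched. A higher Cy5/Cy3 ratio means more immunoprecipitated DNA relative to input, which is called the relative methylation level here. It is not a percentage of methylated cytosines.

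The deposited scanner files give spot intensity on a linear scale for both dyes, as mean, background-subtracted and processed signals. Per the file headers, the processed signals were corrected for a spatially fitted background and then scaled by a linear dye normalization on probes with similar ranks in both channels, and signals not above background were replaced by a surrogate value. The deposited log10 ratio of each spot equals the log10 of the processed Cy5 over the processed Cy3 signal except where surrogates were used, and it served only as a check of the direction. The series' deposited value table holds log2 ratios of Cy5 over Cy3 made by the authors from the same processed signals, without centring between arrays, and it was used as an alternative. Its 19574 probes were exactly those left by the filter described below.

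Control spots were left out, and spots of one probe were averaged. Spots with an outlier flag were left out of this average unless all spots of the probe on that array were flagged. For the 225816 probes with a single spot, a flagged spot was thus kept as the value. Each array held 241880 spots, of which 240076 were not controls, for 227242 probes of 60 bases. A probe passed on an array when at least 1 of its spots was well above background, not an outlier, uniform and not saturated in both channels. A probe was kept when it passed on all arrays of at least 1 group, which is the rule the methods state. The well-above-background flag was used as deposited. Per the file headers its multiple of the background SD was set to 13, whereas the methods state a smaller multiple, so shares of spots well above background refer to the flag in the files. The log2 ratio of the processed signals was then centred on each array at the median of the 8240 probes that passed on all 6 arrays. No loess or quantile step was used, since many probes may truly shift one way in enriched DNA. Levels of whole compartments were compared without centring, because centring sets the level of nuclear probes, the larger compartment, close to 0.

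Differences between S and R genotypes were fitted per probe with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with group as the single factor and Benjamini-Hochberg adjustment at 0.05. The study's thresholds, at least a 2-fold difference with an unadjusted p under 0.01, were applied to the same fit. Array medians were compared with an exact permutation test over the 10 splits of the 6 arrays, two-sided, for which 0.1 is the smallest p possible with 3 against 3. Tables were handled with version 1.17.8 of data.table, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

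Probes of candidate genes, markers, open reading frames and Cot-filtered contigs (sequences from the low-copy DNA fraction) were grouped into sequences by the overlapping ends of consecutive probes, with at least 10 shared bases. This gave 113 sequences with at least 2 passing probes, and the listed EST FG345537, located as described below, made 114. Other probes from public expressed sequence tags (ESTs, single-read transcript sequences) were not grouped, because the files used here do not pair them with sequence names. Members of the study's lists were located by primer sequences or by the pairing given with the study, which were used for names only. In this way 2 of the 9 flowering genes and 4 of the 14 sequences reported as differing in both methylation and expression were located, and the other members were not analysed here. No reference genome was used here. Positions on the mitochondrial genome are approximate, being the probe number multiplied by the stated spacing of 100 bp, and coding and non-coding parts were not compared.

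The rule for naming items was fixed before the data were examined. It named the members of those lists, up to 5 sequences per direction with a limma p under 0.01, at least a 2-fold difference and no overlap between the groups, and the 2 mitochondrial windows of 5000 bp with the largest mean difference in each direction. No sequence met the second part of the rule.

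The limma step was tested on simulated data for the comparison of S with R genotypes over 19574 probes, of which 200 were changed by 2 on the log2 scale. At the observed spread, adjusted p under 0.05 recovered 0% of the changed probes, and an unadjusted p under 0.01 with a 2-fold difference recovered 62% together with 229 false calls. At this number of arrays and this spread, a count of 0 adjusted calls therefore does not exclude differences of that size.

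Alternatives to the centring, the probe filter, the background correction (normexp with an offset of 50), the dye normalization (loess), the test (the methods' t-test), the array weights, the source of the values, the window size (2000 and 10000 bp) and the samples (leaving out each genotype in turn) were fixed before the data were examined. Equalising the spread of the arrays, keeping 1 probe per distinct sequence and removing nuclear probes that share 25 bases with a mitochondrial probe were added after seeing the data. The number of arrays limits the precision of every value. Transcript arrays and bisulphite sequencing were not analysed here.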

Results

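DNA methylation in the shoot apical meristem was measured in 6 vernalized sugar beet genotypes, 3 bolting resistant (R) and 3 bolting sensitive (S), to ask whether the groups differ in their relative methylation level. Each genotype was hybridized to 1 array, with immunoprecipitated methylated DNA in Cy5 and input DNA in Cy3. Of the 227242 probes, 184996 came from public EST and gene sequences, 3688 from the mitochondrial genome and 1426 from flowering and vernalization candidate genes, and the rest from Cot-filtered sequences and marker sets. All probes that do not come from the mitochondrial genome are called nuclear here.

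The arrays differed widely in the strength of the methylated fraction. The share of spots with a Cy5 signal well above background was 3.76%, 59.2% and 67.2% for R replicates 1, 2 and 3, and 19.8%, 49.9% and 9.00% for S replicates 1, 2 and 3. For the input channel the shares were closer, at 41.1%, 66.3% and 70.7% for the R replicates and 55.7%, 65.0% and 56.6% for the S replicates. The linear dye normalization multiplied the Cy5 signal by 142 on R replicate 1 and by 17.7 on R replicate 3. Among passing probes with 10 copies on the array, the median SD between copies of the log2 ratio was 0.56 on R replicate 1, and between 0.068 and 0.24 on the other arrays. The log2 median Cy5 signal averaged 2.84 ± 3.23 (SD, n = 3) in R genotypes and 1.59 ± 1.41 (SD, n = 3) in S genotypes, a difference within the spread (exact permutation test, two-sided, p = 0.6).

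After filtering, 19574 probes (8.61%) remained, 16363 nuclear and 3211 mitochondrial. The mitochondrial probes passed more often (87.1%) than the public EST probes (7.60%). Of the remaining probes, 8240 passed on all 6 arrays, 11030 passed on all S arrays but not on all R arrays, and 304 passed on all R arrays but not on all S arrays. Of the 11030 probes, 10871 failed on R replicate 1 alone. The mean of the R genotypes at those probes therefore includes an array on which they were not well above background or carried another flag.

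The first comparison asked whether the overall relative methylation level of nuclear probes differed between groups. Without centring, the median log2 ratio was 0.45 ± 0.32 (SD, n = 3) in R genotypes and 1.18 ± 0.13 (SD, n = 3) in S genotypes. The difference of 0.72 placed all S arrays above all R arrays, and the exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 against 3 allows. The individual medians were 0.082, 0.68 and 0.60 for R replicates 1 to 3, and 1.28, 1.21 and 1.04 for S replicates 1 to 3. The direction depended on the probes chosen. When probes were filtered on the input channel only, the difference was -0.53, and without R replicate 1 it was -0.41.

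**Figure D1:**
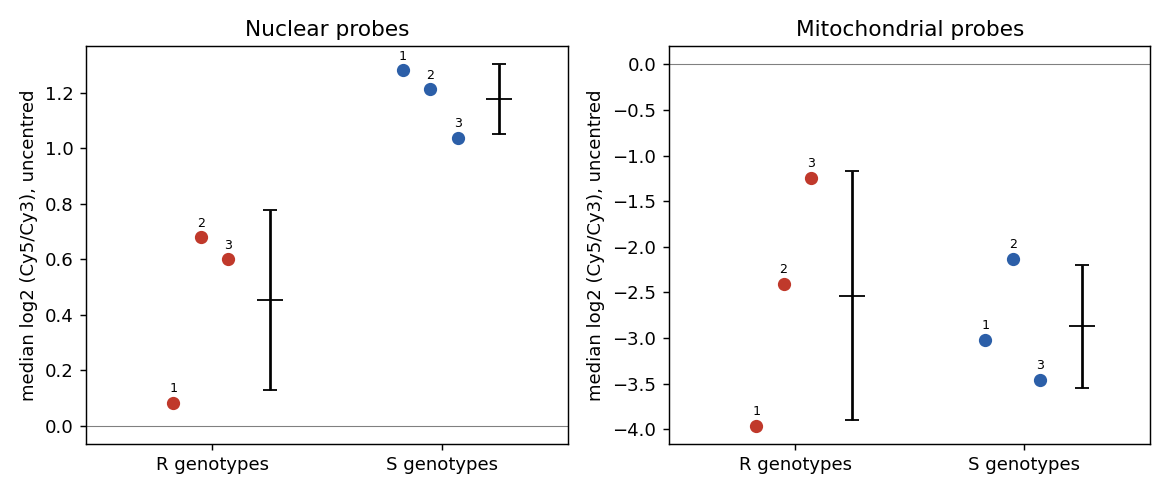
Median uncentred log2 ratio of Cy5 (immunoprecipitated) over Cy3 (input) for nuclear (left) and mitochondrial (right) passing probes, 1 point per genotype with its replicate number, and the group mean with its SD as a bar. Nuclear medians of S genotypes (1.04 to 1.28) lie above those of R genotypes (0.082 to 0.68), whereas the mitochondrial medians overlap. The nuclear difference changes sign with a filter on the input channel only.

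The ratio of mitochondrial probes was negative on every array, so these probes had less immunoprecipitated signal relative to input than the nuclear probes. The median log2 ratio was -2.54 ± 1.36 (SD, n = 3) in R genotypes and -2.87 ± 0.68 (SD, n = 3) in S genotypes. The difference of -0.33 was smaller than the spread between genotypes (exact permutation test, two-sided, p = 0.8), and it became 0.31 without R replicate 3. The gap between the nuclear and the mitochondrial median, which does not depend on centring, was 2.99 ± 1.10 (SD, n = 3) in R genotypes and 4.05 ± 0.62 (SD, n = 3) in S genotypes. This difference of 1.06 was not separated from the spread either (exact permutation test, two-sided, p = 0.2), and with a filter on the input channel only it was -0.15.

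The spread and the gap followed the Cy5 signal of the array. Over the 6 arrays, the SD of the nuclear log2 ratios fell with the log2 median Cy5 signal, with Pearson's r = -0.98 (exact permutation p = 0.00278, adjusted 0.0104) and Spearman's rho = -1 (exact permutation p = 0.00278, adjusted 0.0139). Without R replicates 1 and 3, the arrays farthest from the median Cy5 signal, r was -0.99. For the gap, r was -0.88 (exact permutation p = 0.0222, adjusted 0.0370) and rho was -0.83 (exact permutation p = 0.0583, adjusted 0.0972), with r = -0.97 without those 2 arrays. The mitochondrial median rose with the Cy5 signal, with r = 0.96 (exact permutation p = 0.00417, adjusted 0.0104) and rho = 0.94 (exact permutation p = 0.0167, adjusted 0.0417), and r was 0.90 without those 2 arrays. The nuclear median showed no such relation, with r = 0.17 (exact permutation p = 0.753) and rho = 0.029 (exact permutation p = 1), and r = -0.52 without those 2 arrays. These belong to a family of 5 relations, over which the Benjamini-Hochberg values were adjusted. The fifth was the correlation of the log2 ratio with GC content, with r = 0.76 (exact permutation p = 0.119), rho = 0.54 (exact permutation p = 0.297) and r = 0.85 without those 2 arrays.

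**Figure D2:**
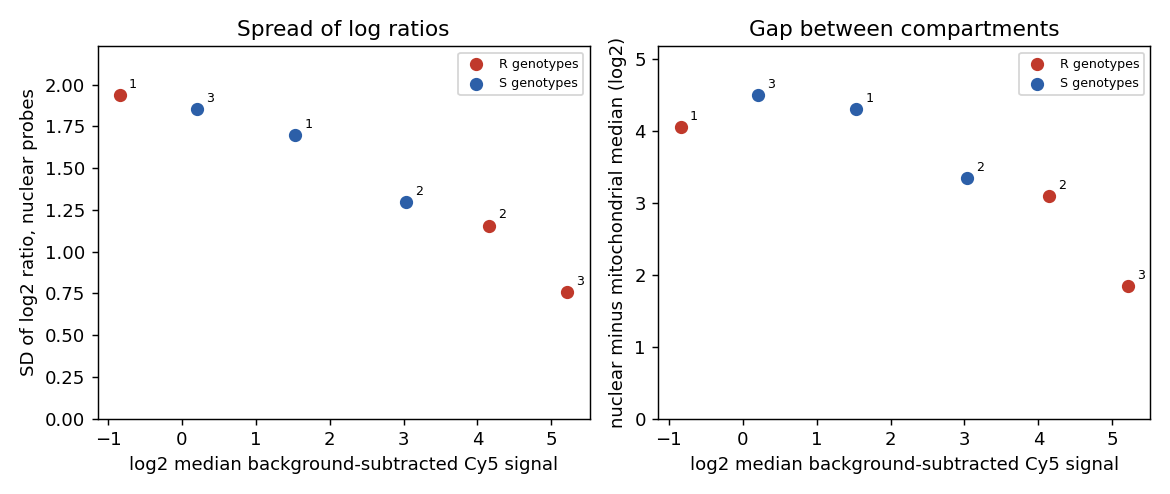
SD of the nuclear log2 ratios (left) and nuclear minus mitochondrial median log2 ratio (right) against the log2 median background-subtracted Cy5 signal, 1 point per array with its replicate number, coloured by group. The array with the weakest Cy5 signal, R replicate 1, has the largest SD (1.94), and the array with the strongest, R replicate 3, the smallest (0.76).

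The second comparison searched for differentially methylated probes. In the centred data limma called 0 of 19574 probes at an adjusted p under 0.05, with 0.972 as the smallest adjusted p. At an unadjusted p under 0.05, 919 probes (4.70%) were found, and the methods' t-test also gave 0 adjusted calls, with 523 probes at an unadjusted p under 0.05. At the study's thresholds of 2-fold and an unadjusted p under 0.01, limma gave 0 probes higher in S genotypes and 150 higher in R genotypes, 100 mitochondrial and 50 nuclear. Ignoring p, 3135 probes were at least 2-fold higher in R genotypes and 103 in S genotypes.

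The direction of these probe calls changed with centring. Without centring, limma gave 60 probes higher in S genotypes and 14 higher in R genotypes at the same thresholds. The methods' t-test on uncentred values gave 203 higher in S genotypes, all nuclear, and 1 higher in R genotypes. With an unadjusted p under 0.05 it gave 1182 and 29 probes, and after Benjamini-Hochberg adjustment 0. The array medians used for centring were 0.74 higher in S genotypes (exact permutation test, two-sided, p = 0.1), and uncentred differences include this shift.

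Probes were then averaged per sequence. Among the centred means of the 114 sequences with at least 2 passing probes, limma gave 0 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05, and the methods' t-test gave 0 adjusted and 2 at an unadjusted p under 0.05. The 3 R values and the 3 S values did not overlap in 4 sequences (3.51%), whereas chance alone gives 10%. Of the 114 sequences, 59 had a lower mean in S genotypes. Without centring, 12 had a lower mean in S genotypes, limma found 46 sequences at an unadjusted p under 0.05 and the methods' t-test found 36, with 0 adjusted calls by either.

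Of the flowering genes the study tabulated, BvFT1 and BvFT2 were located on the array. BvFT1 is covered by 167 probes, of which 11 passed. Its centred mean was 0.087 ± 0.55 (SD, n = 3) in R genotypes and -0.0062 ± 0.46 (SD, n = 3) in S genotypes, and the uncentred difference was 0.65. For BvFT2, 32 of 162 probes passed. The centred mean of BvFT2 was -0.40 ± 0.30 (SD, n = 3) in R genotypes and -0.50 ± 0.28 (SD, n = 3) in S genotypes, and the uncentred difference was 0.64. Neither difference was called by limma, with an adjusted p of 0.821 for both when adjusted over the list alone and 0.992 over all sequences. Both differences (-0.094 and -0.097) changed sign without centring, where the limma p adjusted over the list alone was 0.0831 for BvFT1 and 0.0820 for BvFT2, and most of the passing probes of these genes were well above background on only 2 of the 3 R arrays.

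Within BvFT2, 6 probes near the start of the gene's probe series stood apart. Their uncentred mean was -2.58 ± 1.11 (SD, n = 3) in R genotypes and -2.52 ± 0.47 (SD, n = 3) in S genotypes, and their median log2 input signal was 15.98, against 9.13 for the other 26 passing probes. These probes were singled out after their values were seen. Without them the centred difference of BvFT2 was 0.038 (exact permutation test, two-sided, p = 1) and the uncentred difference 0.78 (exact permutation test, two-sided, p = 0.1).

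The study also listed sequences that differed in both methylation and expression. Of these, 4 were located, with 1 or 2 passing probes each. In the centred data FG345537 had the largest difference of the 4, with -0.13 ± 0.27 (SD, n = 3) in R genotypes and 0.83 ± 0.74 (SD, n = 3) in S genotypes, a difference of 0.96 with a standard error of 0.43. It was not called by limma when adjusted over the list alone (adjusted p = 0.259) or over all sequences (adjusted p = 0.992). The centred differences of CK136737, CF543348 and BQ488791 were 0.39, 0.32 and 0.21, each higher in S genotypes, with limma p values adjusted over the list alone of 0.661, 0.470 and 0.752. The uncentred differences were 1.70 for FG345537, 1.13 for CK136737, 1.06 for CF543348 and 0.95 for BQ488791. Without centring limma called FG345537 and CF543348 when adjusted over the list alone (adjusted p = 0.0103 for both), and not the other 2 (adjusted p = 0.134 for both). The study chose these lists partly on the same samples, so they are not independent evidence.

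The arrays did not group by bolting class. Over the 6844 nuclear probes that passed on all 6 arrays, the mean Pearson correlation across probes was 0.786 between arrays of one group and 0.824 between arrays of different groups. The difference of -0.038 was reached or exceeded by 8 of the 10 splits of the arrays (exact permutation test). The highest correlation was that of R replicates 2 and 3 (0.961), followed by R replicate 2 with S replicate 2 (0.932) and R replicate 1 with S replicate 3 (0.922).

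Along the mitochondrial genome, 74 windows of 5000 bp were compared. After centring, every window had a lower mean in S genotypes than in R genotypes, with a median difference of -1.07, so no window was higher in S genotypes in the centred data. The size of the differences depended on the centring. Without it the median window difference was -0.33, and 73 of the 74 windows were lower in S genotypes, with 0.029 in the remaining window at about 1 to 5000 bp. In the centred data none of the windows was called by limma (smallest adjusted p = 0.153). The largest centred differences were -2.45 at about 255001 to 260000 bp, with -1.74 ± 1.30 (SD, n = 3) in R genotypes and -4.20 ± 0.55 (SD, n = 3) in S genotypes, and -2.19 at about 10001 to 15000 bp, with -1.73 ± 0.72 (SD, n = 3) in R genotypes and -3.92 ± 0.83 (SD, n = 3) in S genotypes.

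In the window at 255001 bp the centred ratio of R replicate 1 was -0.42, against -3.01 and -1.80 for R replicates 2 and 3. In the window at 10001 bp it was -1.21, close to the -1.42 of R replicate 3, with -2.55 for R replicate 2. The input signal of R replicate 1 stood out in both windows. Relative to the other 5 arrays, with each array centred on its mitochondrial median, the median log2 input signal of R replicate 1 was -5.70 in the window at 255001 bp and -5.52 in the window at 10001 bp. Over all 74 windows the other 5 arrays stayed between -0.20 and 0.20. The input signal of 5 windows was at least 3 log2 units low on R replicate 1, and these lie at about 10001 to 25000 bp and 250001 to 260000 bp.

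**Figure D3:**
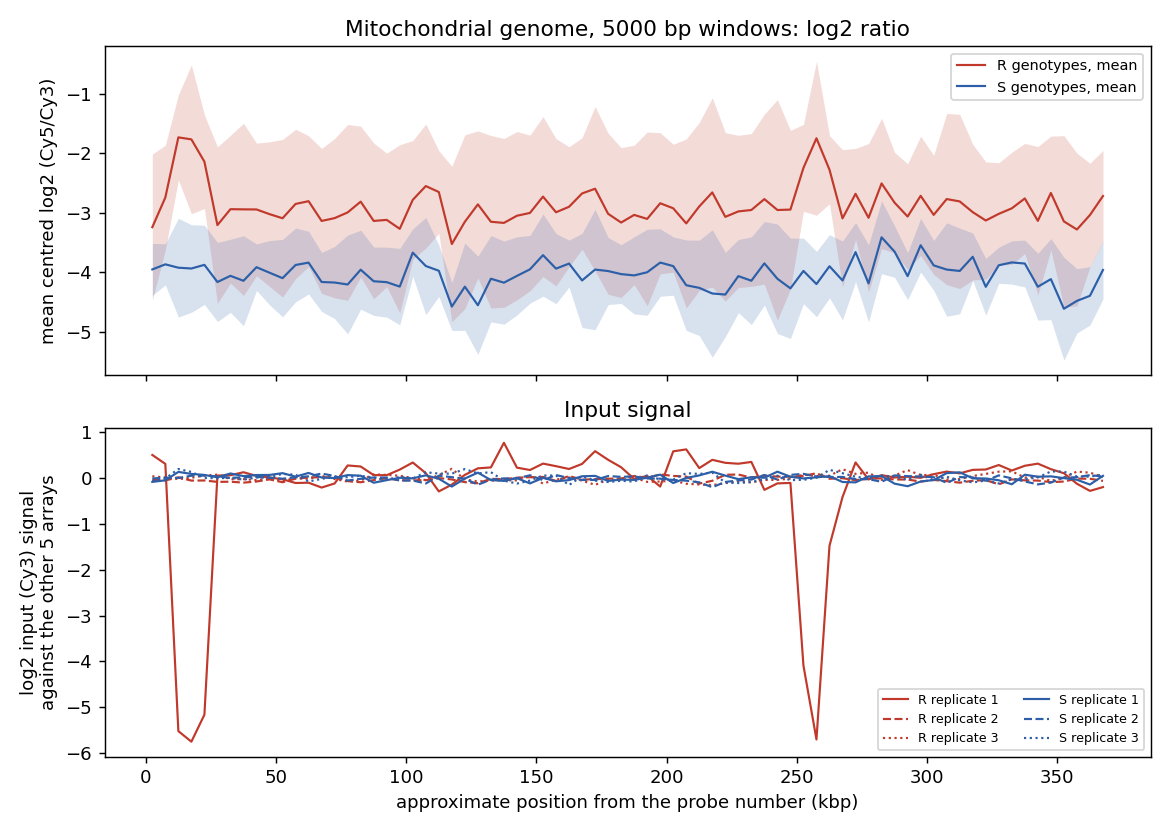
Top, mean centred log2 ratio in 5000 bp windows along the mitochondrial genome for R and S genotypes, with shaded bands of 1 SD (n = 3); bottom, median log2 input signal of each array against the other 5 arrays in the same windows. The R mean rises at about 10001 to 25000 bp and 250001 to 260000 bp, where the input signal of R replicate 1 alone drops, to -5.75 at its lowest.

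The input channel was compared in the same way, as a measure of sequence or copy number differences. Of 118665 probes tested, limma called 3 at an adjusted p under 0.05, with 2728 at an unadjusted p under 0.05. Leaving out 1 genotype at a time gave between 0 and 41 calls.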

Values the study reported

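The study kept 19 574 of 227 242 methylation probes (8.6%) after filtering, and 3211 of the 3688 probes of the mitochondrial genome. At a fold change of 2 it reported 1526 sequences differing between S and R genotypes, of which 707 passed a t-test at P<0.05 and 111 passed at P<0.01. The S genotypes were the more methylated group at all 111 DMRs. For the mitochondrial genome it reported 27 DMRs, 18 of them at 2 loci, and its discussion of that genome gave 510 differentially methylated probes between R and S genotypes.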

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

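Equalising the spread of the arrays, 1 probe per distinct sequence and the removal of shared mitochondrial sequence were tests chosen after the results were seen, and the other alternatives here were planned. The cause of a change was not tested unless stated.

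The higher nuclear level in S genotypes (0.72) kept its direction in 11 of 16 alternatives. It was -0.017 and -0.11 after centring on all probes passing everywhere and on nuclear probes, where the centring itself removes it. It was -0.53 with flags of the input channel only and -0.050 with no filter, and leaving out 1 genotype gave -0.41 to 0.84, the lowest without R replicate 1, when many more probes passed the filter. The mitochondrial difference (-0.33) kept its direction in 13 of 15 alternatives. It was 0.013 after centring on mitochondrial probes, where the centring itself removes it. It was -1.07 and -1.16 after centring on all probes passing everywhere and on nuclear probes, -0.82 with loess and -0.56 with normexp. Leaving out 1 genotype gave -1.07 to 0.31, the highest without R replicate 3. The gap difference (1.06) was -0.15 with input flags only, 0.34 with no filter, 0.18 with the spread equalised, and 0.42 to 1.41 with 1 genotype left out.

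Adjusted probe calls stayed at 0 in 17 of 19 alternatives. With input flags only there were 31474, of 89864 probes tested, and with array weights 4224, where the weight of R replicate 1 fell to 0.196 and that of S replicate 1 rose to 5.41, in a weight estimate that did not converge. Calls higher in S genotypes at the study's thresholds (0) numbered 60 with no centring, 15 after centring on mitochondrial probes, 2 with no filter, 6 with loess, 80 with array weights and 7 with 2-fold and an unadjusted p under 0.05. Leaving out 1 genotype gave 0 to 77, the highest without R replicate 1. Calls higher in R genotypes (150) numbered 14 with no centring, 0 after centring on mitochondrial probes, 51 with all flags on all arrays, 24387 with input flags only, 7575 with no filter, 319 with normexp, 287 with loess, 21 by the methods' t-test, 3976 with array weights, 44 with the spread equalised and 877 at an unadjusted p under 0.05. Leaving out 1 genotype gave 23 to 9968, the highest without R replicate 1, when 128072 probes were tested, and the lowest without S replicate 1.

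Sequence calls and the flowering gene list stayed at 0 adjusted calls in all 19 alternatives run for each. The list of 14 sequences (0) gave 2 with no centring, 1 with loess, 1 with array weights and 0 to 1 with 1 genotype left out. The clustering difference (-0.038) ranged from -0.070 to 0.030, the lowest without S replicate 1 and the highest without R replicate 1. Input calls (3) numbered 10 after quantile normalization and 0 to 41 with 1 genotype left out, the highest without R replicate 1. The median window difference of the mitochondrial genome was -1.06 and -1.08 with windows of 2000 and 10000 bp.

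The difference at BvFT1 (-0.094) was 0.65 with no centring, 0.99 after centring on mitochondrial probes, 0.19 with all flags on all arrays, 0.20 with loess, 0.0022 with the deposited log2 table, 0.25 with array weights, 0.15 as a median over probes, 0.028 with the spread equalised and -0.65 to 0.24 with 1 genotype left out. At BvFT2 (-0.097) it was 0.64 with no centring, where the unadjusted limma p was 0.0410. It was 0.99 after centring on mitochondrial probes, 0.22 with loess, 0.15 with array weights, 0.10 as a median and 0.12 with the spread equalised. It was -0.48 with input flags only and -0.39 to 0.33 with 1 genotype left out. FG345537 (0.96) had -0.018 with input flags only, 0.099 with normexp and 0.22 with no filter. It reached an unadjusted limma p under 0.05 in 6 alternatives, being 1.70 with no centring, 2.05 after centring on mitochondrial probes, 1.38 with loess, 1.38 with array weights, 1.39 without S replicate 2 and 0.93 with the spread equalised. Leaving out 1 genotype gave 0.52 to 1.39. CK136737 (0.39) had -0.026 with normexp, -0.080 with the spread equalised and -0.051 to 0.68 with 1 genotype left out, CF543348 (0.32) had -0.15 with normexp and reached such a p at 1.06 with no centring, and BQ488791 (0.21) reached it at 0.94 with array weights and had -0.14 to 1.10 with 1 genotype left out. In the centred fit limma called none of these differences.

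The Cy5 signal over background limits these comparisons, since 3.76% of spots were well above background on R replicate 1 and 67.2% on R replicate 3.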

Other observations

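All tests here were chosen after the result was seen, except those of the input signal at probes higher in R genotypes, of the filter that uses the methylated fraction, and of the other splits of the arrays. In the last paragraph, the limma counts and the count of the methods' t-test after centring also came from planned fits.

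The mitochondrial loci with a raised ratio in R genotypes coincided with a loss of input signal on 1 array. On R replicate 1, 338 of 3688 mitochondrial probes (9.16%) had an input signal at least 3 log2 units below the other arrays. S replicate 1 had 31 such probes, 2 of which were next to each other, and the other 4 arrays had 0. On R replicate 1, 226 of these probes lay in 5 stretches covering 235 probes, the longest at about 10.9 to 20.3 kbp and 252.4 to 261.3 kbp. Of its 112 low probes outside these stretches, 50 had a low probe next to them, so grouped loss of input was not limited to the stretches. Inside the stretches, its median log2 input signal was -5.68 against the other arrays, a 51.1-fold deficit. A dim input channel of the whole array is argued against, since only 3.24% of its mitochondrial probes outside the stretches were as low. A damaged area of the slide is also argued against, because the spots were scattered over the slide and the nearest mitochondrial spot outside the stretches had a median of 0.16. On R replicate 1 only 15 of these 235 probes passed the flags, so its ratios inside the stretches mostly come from signals that failed them. Relative to each array's mitochondrial median, the S minus R difference inside the stretches was -1.34 with all arrays and -0.051 without R replicate 1. Of the 100 mitochondrial probes that limma called higher in R genotypes, 50 lay inside the stretches, which hold 6.37% of mitochondrial probes. By the methods' t-test on uncentred values, 7 of the 15 mitochondrial probes at least 2-fold higher in R genotypes with an unadjusted p under 0.05 lay there. A candidate explanation is that the mitochondrial genome of this genotype lacks or has rearranged these stretches, so that the ratio rises through loss of input and not through more methylated DNA. The study states that its genotypes share the same mitochondrial haplotype, the normal male-fertile type. It does not say whether these stretches were examined in each genotype. Amplification or sequencing of that genotype would be needed to test the candidate explanation. The -0.051 covers only what goes beyond the level of the whole mitochondrial genome on each array. On the centred scale, R replicates 2 and 3 lay above all 3 S arrays in the windows at about 10001 and 255001 bp. They also did so away from the stretches, as in the window at about 1 to 5000 bp. There R replicates 2 and 3 had -3.30 and -1.98, against -4.15, -3.45 and -4.26 for S replicates 1, 2 and 3. This order is thus not particular to the stretches, and a difference shared by the R genotypes stays open only for the mitochondrial level as a whole.

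The direction of probe calls changed with centring. Of the 60 probes called higher in S genotypes without centring, 0 were called after centring, but centring shifts all probes of an array alike, so this count does not test where the array-wide offset comes from. The offset may be technical, from the dye normalization, or a true genome-wide difference, and these cannot be told apart from ratios within an array. The study has other evidence. It reports bisulphite sequencing of selected sequences, BvFT2 among them, as a check of its array differences. It also cites earlier global measurements with more methylation in S genotypes after the same cold treatment. Neither was analysed here. The filter that uses the methylated fraction is another candidate source of the higher nuclear level in S genotypes. Over the 11121 nuclear probes in the top 5% of input signal the S minus R difference was 0.42 (exact permutation test, two-sided, p = 0.6), and only 48.5% of these probes passed on R replicate 1. In broader classes of input signal, also formed without the Cy5 flags, it was -0.053 in the top 10% (exact permutation p = 1), -0.63 from 80 to 90% (exact permutation p = 0.2), -0.59 from 50 to 80% (exact permutation p = 0.1) and 0.52 in the lower 50% (exact permutation p = 0.6). In the lower 50% the array medians ran opposite to the Cy5 signal, from 2.75 on R replicate 1 and 2.49 on S replicate 3 to 0.27 on R replicate 3. These classes were formed without the Cy5 flags, and 3.76% of all spots on R replicate 1 had a Cy5 signal well above background. The sign in the lower classes therefore cannot be read as a methylation level. The sign varied with input signal, and the explanation stays open. A biological difference between the bolting groups stays open and was not tested apart from these.

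The strength of the Cy5 signal may account for which arrays resemble each other. Over the 15 pairs of arrays, the correlation of log2 ratios fell with the difference in log2 Cy5 signal, with Spearman's rho = -0.864 (permutation of the 720 array orders, p = 0.00556) and Pearson's r = -0.855 (p = 0.00833 by the same permutation). The split of the arrays into the 3 with the weakest Cy5 signal (R replicate 1, S replicates 1 and 3) and the 3 others gave 1637 probes past the study's thresholds over the 8240 probes that passed on all arrays, against 51 for the split into R and S genotypes. For the wider gap between nuclear and mitochondrial medians on S arrays, rho with Cy5 signal was -0.829 over 6 arrays, and equalising the spread of the arrays brought the gap difference from 1.06 to 0.18. The mean Cy5 signal of the groups did not differ beyond its spread, and whether signal strength accounts for the group difference cannot be told apart from a group effect.

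The dim Cy5 channel of R replicate 1 fits the surplus of probes passing only on S arrays, since 98.6% of the 11030 such probes passed on both other R arrays.

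Of the 3135 probes at least 2-fold higher in R genotypes after centring, 97.8% had negative centred ratios and 1850 were mitochondrial. Once the spread of the arrays was equalised, 27.7% of them stayed at least 2-fold higher, but they were chosen for their difference, so some loss follows from any rescaling. Over all 19574 probes, 1189 were then at least 2-fold higher in R genotypes, and the probes at least 2-fold higher in S genotypes went from 103 to 99. The count higher in R genotypes thus depended on the spread of the arrays. A narrower range of ratios on arrays with a bright Cy5 channel is a possible source, but equalising the spread would also shrink a true difference, and the values cannot tell these apart. The S minus R difference in input signal at these probes had a median of 0.22, in the direction that would lower the ratio in S genotypes, against a median ratio difference of -1.33. It reached 2-fold at 12.5% of the probes, and the array medians of the input signal at these probes differed within the spread (0.29, exact permutation test, two-sided, p = 0.3). The input signal thus stays open as a part of the source. A biological difference between the groups was not tested apart from these. GC content is argued against as a source of S minus R differences across nuclear probes, with r = -0.088 across probes, which are not independent replicates.

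Chance cannot be excluded for the counts of calls, since 3 against 3 arrays make only 10 splits. For the counts that were 0 in the real split (adjusted probe calls, probe calls higher in S genotypes and adjusted sequence calls) the comparison decides nothing, since 10 of the 10 splits necessarily give at least 0. As many probes as the 150 higher in R genotypes were given by 2 of the 10 splits, as many as the 60 higher in S genotypes without centring by 5, and as many input calls as the 3 observed by 3, the real split included each time. The filter follows the groups, so the splits tested between 19562 and 104414 probes, and between 118535 and 139502 for the input. As a share of the probes tested, the numbers of splits were 2, 3 and 3. Over the 8240 probes that passed on all arrays, 2 splits reached the 51 calls of the real split after centring, and 4 reached its 38 without centring, each time taking the direction with more calls.

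Among the nuclear probes, 1841 had a mean uncentred log2 ratio over the S arrays below -1, like mitochondrial probes. Of these, 988 (53.7%) share 25 bases with a mitochondrial probe, against 13 (0.0895%) of the 14522 other nuclear probes. Sequence shared with the mitochondrial genome may thus account for a large part of them. The source of the 853 that share none was not tested. For the 6 probes of BvFT2 with negative ratios, none of which shares 25 bases with a mitochondrial probe, the median log2 input signal lay 6.85 above that of the other passing probes of the gene. Different probes also differ in how strongly they bind, so a higher input signal does not show a higher copy number, and high-copy DNA cannot be told apart from probe affinity there.

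The number of probes past 2-fold and an unadjusted p under 0.01 by the methods' t-test on uncentred values was 203 higher in S genotypes. That is higher than the number of DMRs quoted from the study above. At an unadjusted p under 0.05 the numbers were 1182 and 29. Together they are higher than the number of sequences quoted from the study above at that threshold. The numbers of probes at least 2-fold different without centring were 3372 and 626. Together they are higher than the number of sequences quoted from the study above. These counts are of probes and not of sequences, since EST probes were not grouped here. The number of mitochondrial probes at least 2-fold higher in R genotypes with an unadjusted p under 0.05 was 15 by the methods' t-test and 114 by limma without centring, and 124 and 530 after centring. The first is lower and the others are higher than the number of mitochondrial DMRs quoted from the study above. All but the last are lower than the number of differentially methylated probes quoted from the study above.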
